A study of Mus musculus with 2 samples (transcriptomic, total RNA). Its data were reported in "Tumor stem-like cell-derived exosomal RNAs prime neutrophils for facilitating tumorigenesis of colon cancer" (2019).

How the data were processed

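Neutrophils were sorted from mouse bone marrow as cells positive for CD11b (an integrin chain carried by myeloid cells), high for Ly6G (a neutrophil surface protein) and low for Ly6C, and were cultured with 10 ng/ml GM-CSF, a growth factor for myeloid cells. One culture received PBS and the other received 20 μg/ml exosomes, each for 3 days. The exosomes were vesicles collected from the medium of sphere-derived cancer stem cells (SDCSCs), which are cells of the murine colon carcinoma line CT26 grown as spheres in a serum-free stem cell medium. Total RNA was extracted and mRNA libraries were made and sequenced. Each group holds 1 library, so no spread between replicates can be given for any value, and whether the RNA of several animals was pooled is not stated.

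The authors trimmed the reads by base quality, analysed them in CLC Genomics Workbench, and deposited 1 RPKM value (reads scaled by the length of a gene's exons in kilobases and by the mapped reads of the sample) for each feature in each sample. The genome build, the gene annotation, the treatment of reads that match several genes and any scaling between the samples are not stated. Feature names follow the NCBI style. The tables had passed through a spreadsheet, which left 25 features with a date serial number in place of a gene name. These 25 features stayed in all counts and were never named. RPKM above 0.01 was rounded to 0.01, which limits the precision of ratios of low genes.

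RPKM values are not read counts, and no model for counts was fitted. The number of mapped reads behind each sample was estimated from the smallest values. Below an RPKM of 0.01 many values stand for a single read. Dividing 1 read by the RPKM and the length of the gene then gives the same total again and again. The length was that of the longest transcript of the same symbol in GENCODE M21 (build GRCm38), which need not be the exon model the authors used. In PBS, 403 of 918 such features gave one total, 65.93 M mapped reads, where M stands for mega. In the exosome sample 442 of 1064 did, giving 79.09 M. The ratio of the depths was also read without any lengths, from the commonest ratio between the samples among 415 features below 0.01 in both: 220 of them stood at 1.1995. At the median length of the genes kept, 3339 bases, an RPKM of 0.25 corresponds to about 55.03 reads in PBS and 66.02 in the exosome sample, and 3 reads correspond to 0.0136 and 0.0114 RPKM. Estimated read numbers were used only for counting intervals, for a binomial test and for thinning.

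A gene was kept when its RPKM was at least 0.25 in both samples, and was called up at an exosome to PBS ratio of at least 2 and down at a ratio of at most 0.5, with no pseudocount. This rule was taken from the study. Fold changes are log2 of the exosome RPKM over the PBS RPKM. The 95% interval of the median log2 fold change rests on order statistics over genes. The 95% counting interval of a single gene is an exact Clopper-Pearson interval of its estimated reads. It covers counting error and leaves out variation between cultures, animals and libraries. A binomial test of the estimated reads, adjusted by Benjamini-Hochberg, was applied to the 8895 genes kept that had a length (91.7%).

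Gene sets were written by hand, since the pathway lists used in the study are not in the files analysed here. For each set, the share of genes up at least 2-fold was compared with that of all other genes kept by a two-sided Fisher's exact test. The p values were adjusted by Benjamini-Hochberg over the 11 sets of the report and, separately, over the 10 sets of the closing section. Genes are the units of these tests, they are not independent of each other, and the tests describe these 2 libraries alone. The alternative was a permutation test of the median log2 fold change of a set against 100000 random sets of the same size drawn from the same 10 bins of mean log2 RPKM, for sets of at least 10 genes.

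The groups, the designs, the gene sets, the rule for naming genes and the list of alternatives were written before the processed files were opened. Genes named were Il1b, other genes the study followed and related genes such as Il1a, Il1r2, Nfkb1 and Cxcr4, whatever their change. The 8 largest increases and the 8 largest decreases among genes with an RPKM of at least 1 in both samples were also named. So were members of a set that changed at least 4-fold. Alternatives were median centring, rescaling to TPM, removal of a trimmed mean of log ratios (30% of the ratios and 5% of the mean values left out at each end), an RPKM of at least 1, an RPKM of at least 0.25 in either sample with a pseudocount of 0.25, a pseudocount of 1, and a ratio of at least 4. Later additions are named as such in the closing section.

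The scripts were tested on simulated reads for the same genes with 200 genes changed by a known factor, and 100% of these were recovered in the right direction. The planted changes were 4-fold, in genes well above the RPKM filter and without a shift of all genes. The test therefore checked the code and does not give the accuracy of calls near the 2-fold limit or the filter. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Positions of genes were looked up by symbol in GENCODE M21 and were used for no measurement.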

Results

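To find which transcripts of neutrophils change under tumor exosomes, RNA of PBS-treated and SDCSC exosome-treated bone marrow neutrophils was sequenced, with 1 library per treatment. Both expression tables listed the same 35522 features. In PBS-treated neutrophils 14679 features had an RPKM above 0 and 7860 had an RPKM of at least 1. In exosome-treated neutrophils the numbers were 14916 and 8878. Counted at an RPKM of at least 0.25 instead, there were 9976 genes in PBS and 10429 with exosomes. The estimated depth was 65.93 M mapped reads for PBS and 79.09 M for the exosome sample, so the treated library was 1.2 times deeper. About 81.46% and 85.33% of the mapped reads fell on listed genes, as estimated from RPKM and transcript length. Transcripts of S100a8 and S100a9 headed the PBS table and held 21.17% of its summed RPKM, whereas the 2 highest genes of the exosome table held 8.31%. The 10 highest genes held 31.96% and 23.12%. All values below come from single samples (no replicates), and no difference could be set against a spread between replicates.

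The first comparison asked how many genes changed. Of 9698 genes with an RPKM of at least 0.25 in both samples, 3056 (31.51%) were at least 2-fold higher in exosome-treated neutrophils and 545 (5.62%) were at least 2-fold lower, which is 5.61 genes up for each gene down. The other 62.87% stayed within 2-fold. At least 4-fold changes were found in 826 genes up and 111 down, and at least 10-fold changes in 76 up and 14 down. A further 731 genes reached an RPKM of 0.25 only in the exosome sample and 278 only in PBS. Across genes, log2 RPKM of the samples correlated with Pearson's r of 0.9059 and Spearman's rho of 0.9108, where genes are not independent replicates. All 2810 genes up and all 507 genes down that had a transcript length passed the binomial test of their estimated reads. Counting error alone therefore did not account for the departure from a ratio of 1 in any of them. The test did not ask whether the 2-fold limit was passed, and the counting interval of Ddx58, given below, includes that limit. Whether these genes would differ between replicate cultures cannot be tested with this design. The call depended on the centring of the samples: with a trimmed mean of log ratios removed, 1594 genes were up and 1322 were down.

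The deposited RPKM values were not centred on each other. The median log2 fold change of the genes kept was 0.5264 (95% interval over genes 0.5025 to 0.5503), a ratio of 1.44. The shift differed with the level of expression. Among 2924 genes with a mean RPKM from 1 to 5, the median log2 fold change was 0.9927, with 1457 genes up and 129 down. From 0.25 to 1 RPKM it was 0.6571, from 5 to 10 RPKM 0.6327, and from 10 to 50 RPKM 0.2923. Among the 1057 genes at 50 RPKM or more it was 0.02, and 114 genes were up against 117 down. Removal of a trimmed mean of log ratios, which is meant to bring the bulk of genes together, moved the median to -0.0151.

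**Figure D1:**
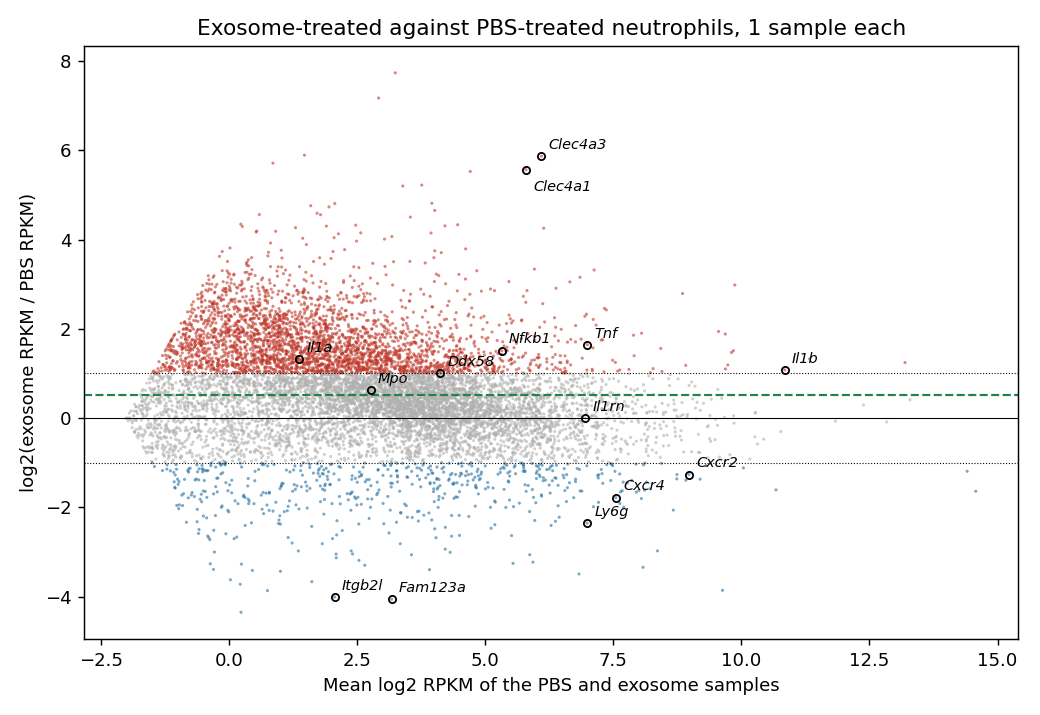
Each point is 1 of 9698 genes, with the mean log2 RPKM of the PBS and exosome samples on the x axis and the log2 fold change (exosome over PBS) on the y axis, red for at least 2-fold up, blue for at least 2-fold down, dotted lines at the 2-fold limits and a green dashed line at the median of 0.5264. Genes up outnumber genes down at low and middle levels, and above 50 RPKM the cloud lies around 0.

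Il1b was examined because the study placed interleukin-1β at the hub of its network. Il1b (chromosome 2, 129364570 to 129371139, minus strand, GRCm38) had an RPKM of 1268.17 in PBS-treated and 2678.41 in exosome-treated neutrophils (no replicates). The ratio was 2.11 and the log2 fold change was 1.0786, with a 95% counting interval of 1.0687 to 1.0886. The 2-fold limit was therefore passed by a small margin. Removing a trimmed mean of log ratios brought the log2 fold change of Il1b to 0.5372, below the 2-fold limit.

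Other genes of the interleukin-1 and NF-κB systems moved unequally. Il1a rose from 1.63 to 4.07 RPKM (log2 fold change 1.3202, counting interval 1.0936 to 1.5513). Tnf (chromosome 17, 35199381 to 35202007, minus strand) rose from 72.08 to 225.1 RPKM, a log2 fold change of 1.6429. The receptor antagonist gene Il1rn stayed at 123.8 and 123.84 RPKM. Il1r2, which encodes a decoy receptor, fell from 59.52 to 27.79 RPKM (log2 fold change -1.0988). Il1r1 was below the filter, with 0.1 RPKM in PBS and 0.11 with exosomes. The NF-κB subunit gene Nfkb1 had a log2 fold change of 1.5098, while that of Rela was 0.0973. Nfkbia, which encodes the inhibitor IκBα, had a log2 fold change of 1.1083. Ddx58, which encodes the RNA sensor RIG-I, rose from 12.27 to 24.56 RPKM, a log2 fold change of 1.0012 whose counting interval of 0.9408 to 1.0617 includes the 2-fold limit. Under the trimmed mean setting the value for Tnf was 1.1014 and that for Ddx58 was 0.4597.

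Genes used to sort or stain neutrophils, or to follow their migration, were compared next. Ly6g (chromosome 15, 75155240 to 75159126, plus strand) fell from 286.96 to 56.19 RPKM, a log2 fold change of -2.3525 with a counting interval of -2.4013 to -2.3037. Log2 fold changes of Ly6c1 and Ly6c2 were -2.1796 and -2.3126. These genes belong to a family of similar sequences, and how the authors assigned reads shared within it is not stated. Itgam, which encodes CD11b, changed from 312.74 to 393.4 RPKM (log2 fold change 0.331). Mpo, which encodes myeloperoxidase, was low in both samples, at 5.48 and 8.42 RPKM. The chemokine receptor genes Cxcr2 and Cxcr4 fell, from 780.77 to 324.93 RPKM (log2 fold change -1.2648) and from 347.16 to 100.88 RPKM (log2 fold change -1.783). By flow cytometry, a measure of protein, the study reported that exosome-treated neutrophils kept CXCR2. The ligand genes changed little, with log2 fold changes of 0.1009 for Cxcl1 and -0.0805 for Cxcl2. The study examined these ligands in the SDCSCs, so their RNA in neutrophils does not bear on that result. The counting interval of Cxcl1, -0.0525 to 0.2561, includes 0, so its change was not detectable at this depth. For Itgam the sign depended on the normalization, and the trimmed mean setting gave -0.2104.

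The largest increases among genes with an RPKM of at least 1 in both samples were led by a pair of neighbouring C-type lectin receptor genes. Clec4a3 (chromosome 6, 122952515 to 122969875, plus strand) rose from 8.96 to 522.89 RPKM, a ratio of 58.36. Clec4a1 (chromosome 6, 122921848 to 122934619, plus strand) rose from 8.06 to 381.47 RPKM, a ratio of 47.33. Wfdc17 rose from 3.85 to 177.12 RPKM and Rassf4 from 2.22 to 82.71. Apoc2, Cd302, Cd48 and Il12a followed, with ratios of 36.73, 28.12, 25.13 and 22.67. The largest decrease was that of Fam123a, from 36.81 to 2.21 RPKM. This older symbol was not found in GENCODE M21, so its position and counting interval are not given. Itgb2l fell from 16.72 to 1.04 RPKM and Retnlg (chromosome 16, 48872621 to 48874496, plus strand) from 3021 to 208.33. Camp, Syne1, Ngp, Scrg1 and Ltf had log2 fold changes of -3.491, -3.3944, -3.3426, -3.2957 and -3.2542. All of these genes stayed past the 2-fold limit under every alternative. With a pseudocount of 1 the log2 fold change of Itgb2l was -3.1187.

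The study related its changed genes to pattern recognition, EIF2 signaling, cell cycle, metabolism, and trafficking and homing, among others. It also followed the survival of the cells. For these themes other than metabolism, 11 gene sets were written and compared with the other genes kept. In no set did the share of genes up differ from that of the other genes after adjustment over the 11 Fisher's exact tests. The share of genes down was not tested. Of 35 pattern recognition receptor genes, 16 (45.71%) were up and 5 were down, against 31.46% up among the other genes (Fisher's exact test p = 0.0988, adjusted p = 0.2717). C3ar1 rose from 0.63 to 90.73 RPKM, Zbp1 from 0.34 to 6.11 and Nlrc4 from 0.67 to 10.93, whereas Tlr5 fell from 18.42 to 3.57. Tlr1, Ifih1, Nod1, Msr1, Marco and Eif2ak2 were also up at least 4-fold. Of 41 pattern recognition signalling genes, 14 (34.15%) were up and 1 was down (exact p = 0.7372, adjusted p = 0.901). Ikbke, Irak3, Ticam2 and Irf7 rose at least 4-fold, by ratios of 10.11, 9.97, 9.96 and 6.04. Of 22 cytokine and chemokine genes regulated by NF-κB, 7 (31.82%) were up and 2 were down (exact p = 1). In this set Csf3 rose from 4.07 to 18.07 RPKM, Cxcl16 rose from 0.47 to 2.14 and Ccl6 fell from 921.59 to 117.29. The signalling set was moved most by median centring, trimmed mean removal and a ratio of at least 4, which each left 9.76% of it up.

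For translation, 27 of 54 initiation factor genes (50%) were up and 1 was down, against 31.41% up among the other genes. The exact p was 0.0049 and the adjusted p = 0.0537 (Fisher's exact test), just above the limit of 0.05. Eif3b, Eif2s1, Eif2a and Eif3e rose at least 4-fold. Of 81 genes of cytosolic ribosomal proteins, 33 (40.74%) were up and 0 were down (exact p = 0.0918, adjusted p = 0.2717), and Rpl35a, Rpl36al and Rpl22 rose at least 4-fold. Many of these genes have near-identical pseudogenes, and their values are uncertain to the extent that reads were shared. Judged by the median log2 fold change against expression-matched sets, both translation sets stood apart. The median was 0.9757 for initiation factors (permutation, adjusted p = 2.2e-04) and 0.8863 for ribosomal proteins (permutation, adjusted p = 1.1e-04). After median centring 16.67% and 7.41% of these sets were up, and at a ratio of at least 4 the shares were 9.26% and 3.7%.

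For survival, 6 of 13 anti-apoptotic genes (46.15%, exact adjusted p = 0.342) and 10 of 22 pro-apoptotic genes (45.45%, exact adjusted p = 0.2773) were up, so genes of both kinds rose in similar shares. Bcl2a1a, Bcl2a1b and Bcl2a1d, which are near-identical copies and hard to tell apart by reads, rose at least 4-fold, as did Fadd. With a ratio of at least 4 required, 23.08% of the anti-apoptotic and 9.09% of the pro-apoptotic genes were up. Of 31 cell cycle genes, 6 (19.35%) were up and 1 was down (exact adjusted p = 0.2773), and Rrm1 rose from 0.84 to 3.43 RPKM. At a ratio of at least 4, 3.23% of the cell cycle genes were up.

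Of 40 neutrophil granule and maturation genes, 6 (15%) were up and 25 were down. The share up was lower than the 31.58% of the other genes before adjustment and not after it (Fisher's exact test p = 0.0257, adjusted p = 0.1412). The median log2 fold change of the set was -1.2647, against 0.1281 in expression-matched sets (permutation, adjusted p = 1.1e-04). Padi4 fell from 168.72 to 20.23 RPKM, Mmp8 from 832.76 to 199.67, Olfm4 from 138.43 to 28.24 and Cd177 from 120.46 to 28.24, whereas Cybb rose from 69.67 to 295.08. Of 32 trafficking and homing receptor genes, 6 (18.75%) were up and 11 were down (exact adjusted p = 0.2773). Judged by the median log2 fold change, the trafficking set lay below expression-matched sets, at -0.0876 against 0.3594. The integrin genes Itga4, Itgb1 and Itga5 and the adhesion gene Pecam1 rose at least 4-fold, while Cxcr2 and Cxcr4 were among those down. Of 23 genes of the immunosuppressive neutrophil list, 8 (34.78%) were up and 3 were down (exact adjusted p = 0.9048). A required ratio of 4 changed these shares most, to 2.5% for granule and maturation genes, 12.5% for trafficking receptors and 8.7% for the immunosuppressive list.

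**Figure D2:**
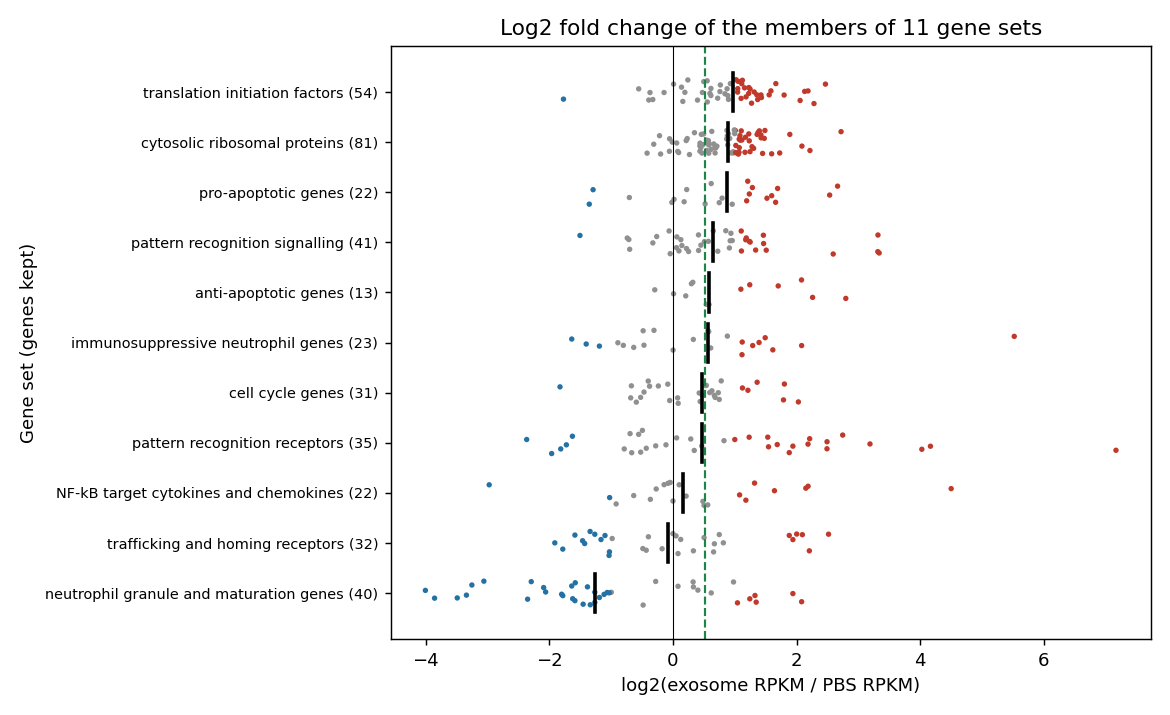
Each point is the log2 fold change (exosome over PBS, x axis) of 1 gene kept, in rows for the 11 gene sets with the number of genes kept in brackets, red for at least 2-fold up and blue for at least 2-fold down, black bars for set medians and a green dashed line at the median of all genes. The set medians run from -1.2647 for neutrophil granule and maturation genes to 0.9757 for translation initiation factors, and most sets spread to both sides of 0.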

Values the study reported

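The study reported 3056 genes activated in neutrophils trained with SDCSC exosomes. It also stated that only cells sorted to a purity of more than 80% entered later experiments.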

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

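Of 622 rows that recomputed a result under another setting, 549 kept their outcome, and 59 of the 72 named genes other than Il1b did so under every setting. All genes of the largest increases and decreases were among them, as were Ly6g, Ly6c1 and Ly6c2. The numbers of genes with an RPKM of at least 1 were also unchanged within the limit of 1.5 times.

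Centring changed the balance of genes up and down. Under median centring 1634 genes were up and 1282 down, the median log2 fold change was 0 by construction, and the value for Il1b was 0.5523. With the trimmed mean of log ratios removed, the numbers were 1594 and 1322, the median -0.0151 and the value for Il1b 0.5372. Both settings assume that most genes are unchanged, which the 2 libraries cannot show. The excess of genes up and the 2-fold call for Il1b may therefore reflect the treatment or the scaling. A rise of Il1b as such does not rest on these libraries alone. The study also reported it by RT-qPCR, and reported more secreted IL-1β by ELISA, neither of which uses RPKM. Both centring settings also remove the same amount at every level of expression. At 50 RPKM or more, the level of Il1b, the median before centring was 0.02, with 114 genes up and 117 down. Il1rn, Itgam and Rela, named next, also lie there. Centring thus took from these genes a shift that the median at their level did not show. The small changes of 4 named genes reversed in sign. They became -0.4255 and -0.4406 for Cxcl1, -0.5259 and -0.541 for Il1rn, -0.1953 and -0.2104 for Itgam, and -0.429 and -0.4441 for Rela, under median centring and trimmed mean removal respectively.

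Centring lowered the share of all genes up, so sets of moderate increases fell behind the other genes. Ribosomal proteins (7.41% up), pattern recognition signalling (9.76%) and immunosuppressive genes (13.04%) moved from above to below the other genes under both settings, and initiation factors (16.67%) under median centring. Trafficking receptors (18.75% under both) moved from below to above. Pattern recognition receptors, with 40% up under median centring and 37.14% under trimmed mean removal, then passed the adjusted limit.

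Rescaling to TPM moved the median to 0.574 and put the NF-κB target set (31.82% up) slightly below the other genes. An RPKM of at least 1 in both samples left 1958 genes up and a median of 0.449, and ribosomal proteins (40.74%) and initiation factors (50%) then passed the limit. With an RPKM of at least 0.25 in either sample and a pseudocount of 0.25, initiation factors (50%) passed. A pseudocount of 1, which shrinks the ratios of low genes, left 1976 genes up and a median of 0.4097. Pattern recognition receptors (40%), ribosomal proteins (39.51%) and initiation factors (42.59%) then passed. A ratio of at least 4 left 826 genes up and 111 down, and Il1b, at 1.0786, was no longer called. At that ratio pattern recognition receptors (25.71%) passed, while ribosomal proteins (3.7%) fell below the other genes and trafficking receptors (12.5%) rose above them.

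The permutation test against expression-matched sets, which uses the median in place of the share up, put 5 sets past the limit. Their median log2 fold changes were 0.8863 for ribosomal proteins, 0.9757 for initiation factors, 0.6531 for pattern recognition signalling, -1.2647 for granule and maturation genes and -0.0876 for trafficking receptors. The NF-κB target set, at 0.1571, lay below its matched sets.

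Some settings were chosen after seeing the data. Leaving S100a8 and S100a9 out of the mapped reads gave a median of 0.4903, and scaling to the reads assigned to genes gave 0.4595. For named genes other than Il1b, 20 further rows no longer passed the limit of their setting. In 8 of them the setting was a ratio of at least 4, which leaves the log2 fold change itself unchanged. Centring made every decrease larger, as for Cxcr2 (-1.8062 with the trimmed mean removed). The absence of replicates limits every result, and the spread between cultures is unmeasured. How this limit compares with that of depth cannot be said. At the median length, 0.25 RPKM stands for about 55.03 reads in the shallower library.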

Other observations

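The excess of genes up over genes down was tested against technical explanations. S100a8 and S100a9 held 21.17% of the summed RPKM in PBS, but both genes are short and their share of the reads was smaller than that. Leaving their reads out of the total gave a median log2 fold change of 0.4903. This test covers those genes alone and does not exclude a wider effect of library composition. This prediction was written after the result was in view, and those for the next tests of this pattern were written before their results. The first of these tests, on reads assigned to genes, used a scaling that was itself chosen after seeing the data. Scaling to the reads assigned to genes gave 0.4595. Among genes with a length, 2810 were up and 507 down before thinning. Thinning the exosome reads to the PBS depth left 2797 up and 500 down, which is 5.594 genes up per gene down. RPKM is already divided by the mapped reads, so thinning could change the ratios only through counting noise. Of the genes up that had a length, 100% passed the binomial test. They had already been selected for a ratio of at least 2 at an RPKM of at least 0.25. The result is therefore not separate evidence against counting noise. Across genes, Spearman's rho of the log2 fold change was -0.11 with transcript length and -0.0877 with GC content, both smaller than the 0.2 set as the limit. The median was 0.6855 in the shortest of 5 equal length groups of genes and 0.3589 in the longest, and genes up outnumbered genes down in each group. A library or culture batch could not be tested, because there was 1 library per group, and the pattern cannot be told apart from it. That prediction, and the same one for the patterns below, was written after the results were seen.

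Interferon-stimulated genes were among the sets kept for closing observations. Of 30 such genes, 23 (76.67%) were up and 0 were down, against 31.37% up among the other genes (Fisher's exact test, adjusted p = 4.6e-06 over 10 sets). Their median log2 fold change was 2.045. After median centring 60% of them were still up (exact adjusted p = 1.2e-06), so the general upward shift did not account for it. That prediction was written after the values had been seen. Sets matched on expression level did not reach the median of the set (permutation p = 2.0e-05, the smallest the permutations can give), a prediction written before. Reads from macrophages, as an explanation, were examined after the values had been seen. The macrophage list rose by a median of 3.45 RPKM and the interferon-stimulated genes by 15.71 RPKM. This comparison was not made for lists of other cell kinds, so it leaves the question open. A candidate explanation is an interferon response to the exosomes or to material that came with them. It remains a hypothesis, and with 1 library per group a library or culture batch cannot be excluded.

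Genes of the macrophage list, 10 of 20 up (50%), did not differ from the other genes in the main test (Fisher's exact test, adjusted p = 0.1301). The monocyte list, also 10 of 20 up, gave the same adjusted p. Judged by the median log2 fold change, both lists lay above expression-matched sets. The medians were 1.0953 against 0.4331 for macrophages (permutation, adjusted p = 0.0131) and 1.0486 against 0.3727 for monocytes (permutation, adjusted p = 0.0092). After median centring 45% of the macrophage list were up against 16.79% of the other genes (exact adjusted p = 0.0152). The monocyte list, at 35%, did not pass (exact adjusted p = 0.1277). Genes of MHC class II and dendritic cells went the other way. Their median log2 fold change before centring was -0.3966, against 0.6788 in expression-matched sets (permutation, adjusted p = 1.4e-04). The prediction for the centring test of the macrophage list was written after the values had been seen. The difference in share passed the limit only after centring, so centring cannot show that it outlasts an upward shift of all genes. A library or culture batch remains possible with 1 library per group. A changed share of macrophages and a changed state of the neutrophils could both raise the macrophage list, and it was not tested which. In the same family, 41 of 75 oxidative phosphorylation genes were up (54.67%, exact adjusted p = 2.3e-04), and after median centring this was no longer past the limit (exact adjusted p = 0.0732). Their median log2 fold change of 1.0196 was still above the 0.3077 of expression-matched sets (permutation, adjusted p = 7.0e-05), a test that a shift of all genes does not affect.

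The 6 B-cell genes of the lymphocyte list that were expressed fell by nearly the same factor, which was noticed in the values. Their median log2 fold change was -0.6791 with an SD of 0.1068 over genes, a ratio of 0.6245. A second list of B-cell genes was written before its values were seen, with the prediction that its spread would be narrow around a similar median if B cells had been left in the sorted samples. Of its 20 genes kept, 17 were lower with exosomes, and the median was -0.5277. The median absolute deviation was 0.2048, against 0.5925 in random sets matched on expression (permutation p = 0.0011). The exceptions were Fcrl1, Cxcr5 and Cd180, which were up. The values are consistent with RNA from a small number of B cells in both samples that made up a smaller part of the exosome sample. Other explanations of this pattern, such as a library or culture batch, were not tested.

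Gapdh had an RPKM of 11.85 in PBS and 15.06 with exosomes, while Actb had 3744.48 and 3572.67. Both genes were picked out after their values had been seen. Gapdh and the genes of ribosomal proteins have many near-identical pseudogenes, and it was predicted beforehand that RPKM would be lower where fewer 50-base stretches are unique to a gene, if shared reads had been lost. Across 154 genes of ribosomal proteins and oxidative phosphorylation the relation ran the other way, with Spearman's rho of -0.3719 (permutation p = 1.0e-05, the smallest the permutations can give). The log2 fold change was not related to the unique share (rho 0.0925, permutation p = 0.2545). Only genes past the RPKM filter entered these relations, so genes that had lost most of their reads could not count. Rpl21, Rpl29 and Rpl39l, at 0.0082, 0.19 and 0.02 RPKM in PBS, were among those left out. All 18 genes with under 50% unique stretches encoded ribosomal proteins, so the unique share was mixed with the kind of gene. The test therefore cannot exclude a loss of shared reads, and the low value of Gapdh remains unexplained by it. It was not tested whether highly expressed genes simply have more pseudogenes. No biological explanation was tested.

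Some values belonged to no comparison and were picked out after they had been seen. Xist, Malat1 and Neat1 had an RPKM of 0 in both samples. Of 971 features that GENCODE M21 calls lincRNA, 24 (2.47%) were above 0 in either sample, against 72.1% of 19313 protein-coding features, and none of 639 miRNA features was. Cd3d had 56.44 RPKM in PBS and 7.02 with exosomes, although Cd3e had 0.06 and 0.04. Spreadsheet date numbers stood in for the names of 25 features, of which 16 passed the filter.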
